A study of Drosophila melanogaster with 14 samples.

How the data were processed

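The samples were 14 Repli-seq libraries of sorted nuclei from fly testis tumours, grouped by cell type and S-phase fraction from the sample titles. Per the labels, 100 to 200 pairs of testes were dissected per preparation, incubated with 100 mM BrdU for 15 minutes, and nuclei carrying a fluorescent histone were sorted by DNA content. BrdU-containing DNA was then immunoprecipitated after adapter ligation and amplified. Per the labels, quantitative PCR set the number of amplification cycles. Each group of a cell type and fraction had 2 libraries, except EM and ML of CySC-like with 1 each.

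The deposited table gives one column per library in RPKM, reads per kb of window per M reads of the library, made by the authors in windows of 3 kb that step by 1 kb. The unit is not named in the table and was worked out from the values. In the 3 kb windows of a library, 100% of values were whole multiples of one step, which gives the library's total reads exactly. In the remaining windows, 99.2% to 99.3% gave whole reads. The aligner, genome build, treatment of duplicates and of reads with several matches are not stated in the labels used here. Whether reads of repeats were kept once, spread at random or dropped in part therefore is unknown, and values of repeated sequence depend on it. Of 139491 windows on 1870 sequences, the 137552 on chromosomes 2L, 2R, 3L, 3R, 4, X and Y were used for the comparisons. The lengths of these 7 sequences were checked against the Release 6 assembly (dm6) and were equal. Coordinates are in that build, 1-based, with genes from Ensembl release 115. The list gene nos is called nanos in that annotation and was taken by its identifier, after a first match by synonym to another gene had been corrected. That correction was made after the first values had been seen, and it lowered the percentile of the germline list.

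Neighbouring windows share reads, so windows were averaged into 10 kb bins. Each library was rescaled to an equal mean over all 10 kb bins, 0.1 RPKM was added and log2 taken. Bins at 0 in 4 or more of the 8 E and L libraries were left out, which removed 12 of 13758 bins. Differences are on the scale of log2(value + 0.1), which understates changes of bins with low signal. The size of the pseudocount was chosen after the range of values was seen. Design, tests, bin size, boundaries, gene lists and the rule for naming regions were fixed before the data were examined. That plan held a branch for counts and one for normalized values, and the second applied.

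For each biological replicate log2(E/L) was computed, and limma (version 3.58.1, R 4.3.3) was fitted with lmFit and eBayes with a variance trend on the mean log2 signal, 2 replicates against 2. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The design text of the series states that each biological replicate was sorted into its fractions, so E and L are paired by replicate and the ratio holds that block. As a check, deviations of E and L of one replicate had a correlation across bins of 0.52 in GSC-like and -0.06 in CySC-like. The fit was tested on simulated data drawn with the real depths, 13746 bins, and 1 spread of 0.615 for every bin, whatever its signal. Of 100 bins changed by 2 on the log2 scale, 50% were recovered, and of 100 changed by 4, 100%, with 4 false calls.

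Pericentromeric regions were set in whole Mb as 2L from 22, 2R up to 6, 3L from 23, 3R up to 5 and X from 22. Region values are means over bins per replicate, compared by two-sided exact permutation tests, and 2 against 2 cannot go below 0.33. Regions past the threshold were merged over gaps of at most 1 bin, and the 3 longest in each direction were named if all replicate pairs between the cell types had that direction. Arms, chromosomes 4 and Y, the histone cluster, roX1, roX2, Ubx, Antp and both gene lists were named whatever their values. A gene's value is that of the bin with its start. Gene lists were set against 10000 random lists of coding genes drawn gene by gene from the same arms, out of 13968 genes with a value. These used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and GC correction used lowess in statsmodels 0.14.6. Plots were made with matplotlib 3.10.9.

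Tracts of AAGAG and AAGAC were counted in the reference sequence as perfect runs of at least 4 units on either strand, and a bin was said to hold them at 100 bp or more. This definition was chosen after the bins past the threshold had been seen.

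Alternatives fixed in advance covered bin size, scaling, pseudocount, low-signal filter, variance trend, replicate blocks, use of all 14 libraries, standardized and quantile normalized ratios, region boundaries, means against medians, and leaving out each replicate or list gene. Added after the data were seen were RPKM as deposited without rescaling, GC correction, bins without an annotated transposable element, voom on recovered reads, and a block with crossed replicate numbers. Settings meant for a deposited table of raw counts were not run, since the branch for normalized values applied, and voom is the only fit on recovered reads. Unplaced scaffolds were not analysed here. The mitochondrial genome and the rDNA sequence were left out of the comparisons and are described only in the closing observations.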

Results

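Replication timing was measured by Repli-seq in 2 kinds of testis tumour of Drosophila melanogaster. Tumours were grown by overexpressing the ligand Unpaired, either in the germline with a nanos driver or in the somatic cyst lineage with a traffic jam driver. The labels call the nuclei sorted from the first GSC-like, after germline stem cells, and those from the second CySC-like, after somatic cyst stem cells. Newly made DNA was labelled with the nucleotide analogue BrdU for 15 minutes, nuclei were sorted by DNA content into 4 parts of S phase, and BrdU-containing DNA was pulled down and sequenced. The fractions are early (E), early-mid (EM), late-mid (ML) and late (L). GSC-like replicates 1 and 2 and CySC-like replicate 2 had all 4 fractions. CySC-like replicate 1 had E and L, and 14 libraries from 4 biological replicates were analysed. EM and ML of CySC-like replicate 1 were not analysed here.

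Depth differed between replicates. The libraries of GSC-like replicate 1 held 49.1 to 86.2 M reads, and those of GSC-like replicate 2 held 0.516 to 7.05 M. CySC-like libraries held 74.1 and 144 M reads in replicate 1 and 80.3 to 144 M in replicate 2. GSC-like replicate 2 was also the only replicate sequenced with paired ends, so depth, read layout and replicate go together in GSC-like. Read layout and replicate cannot be separated, and depth was tested by thinning reads only for the spread of log2(E/L). The median 10 kb bin on a chromosome arm held 22 reads in the shallowest library, labelled ML of GSC-like replicate 2, and 9924 in the deepest, labelled E of CySC-like replicate 2. Counting error of that median bin, on the log2 scale, was 0.31 in the former and 0.014 in the latter. It covers counting only, since reads without molecular identifiers are not independent molecules. For the E and L libraries of GSC-like replicate 2 it was 0.082 and 0.17. The 100 highest windows took 21.97% of the summed signal in the library labelled L of that replicate and 2.28% in the library labelled ML of CySC-like replicate 2.

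Timing of a 10 kb bin was expressed as log2(E/L), the log2 ratio of the rescaled RPKM in E to that in L of one replicate, with 0.1 added to each. Higher values are earlier. Over 13746 bins the SD of log2(E/L) was 0.74 in GSC-like replicate 1, 1.32 in GSC-like replicate 2, 1.08 in CySC-like replicate 1 and 0.72 in CySC-like replicate 2. The ratio has no fixed zero and depends on how E and L libraries are scaled to each other. Its median over bins was 0.072, 0.44, 0.022 and 0.20 in the same order. With libraries scaled by their median bin, these medians became 0.019, -0.35, 0.078 and 0.061, so that GSC-like replicate 2 moved from the earliest to the latest of the replicates.

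The first question was whether the timing profiles of the cell types differed by more than replicates of one cell type. Across bins, which are not independent replicates, Pearson's r between log2(E/L) profiles was 0.692 for the GSC-like replicates and 0.730 for the CySC-like replicates. Between cell types it ran from 0.423, for GSC-like replicate 1 and CySC-like replicate 1, to 0.713, for GSC-like replicate 2 and CySC-like replicate 2. Mean r was 0.711 within and 0.595 between cell types, and mean Spearman's rho was 0.681 and 0.594. The ranges overlapped, since 1 pair between cell types had a higher r than the GSC-like pair. By Spearman's rho that pair, at 0.706, lay above both the GSC-like pair (0.666) and the CySC-like pair (0.696). Among the alternatives run for r, the use of 50 kb bins moved the difference of the means, 0.116, most, to 0.134.

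**Figure D1:**
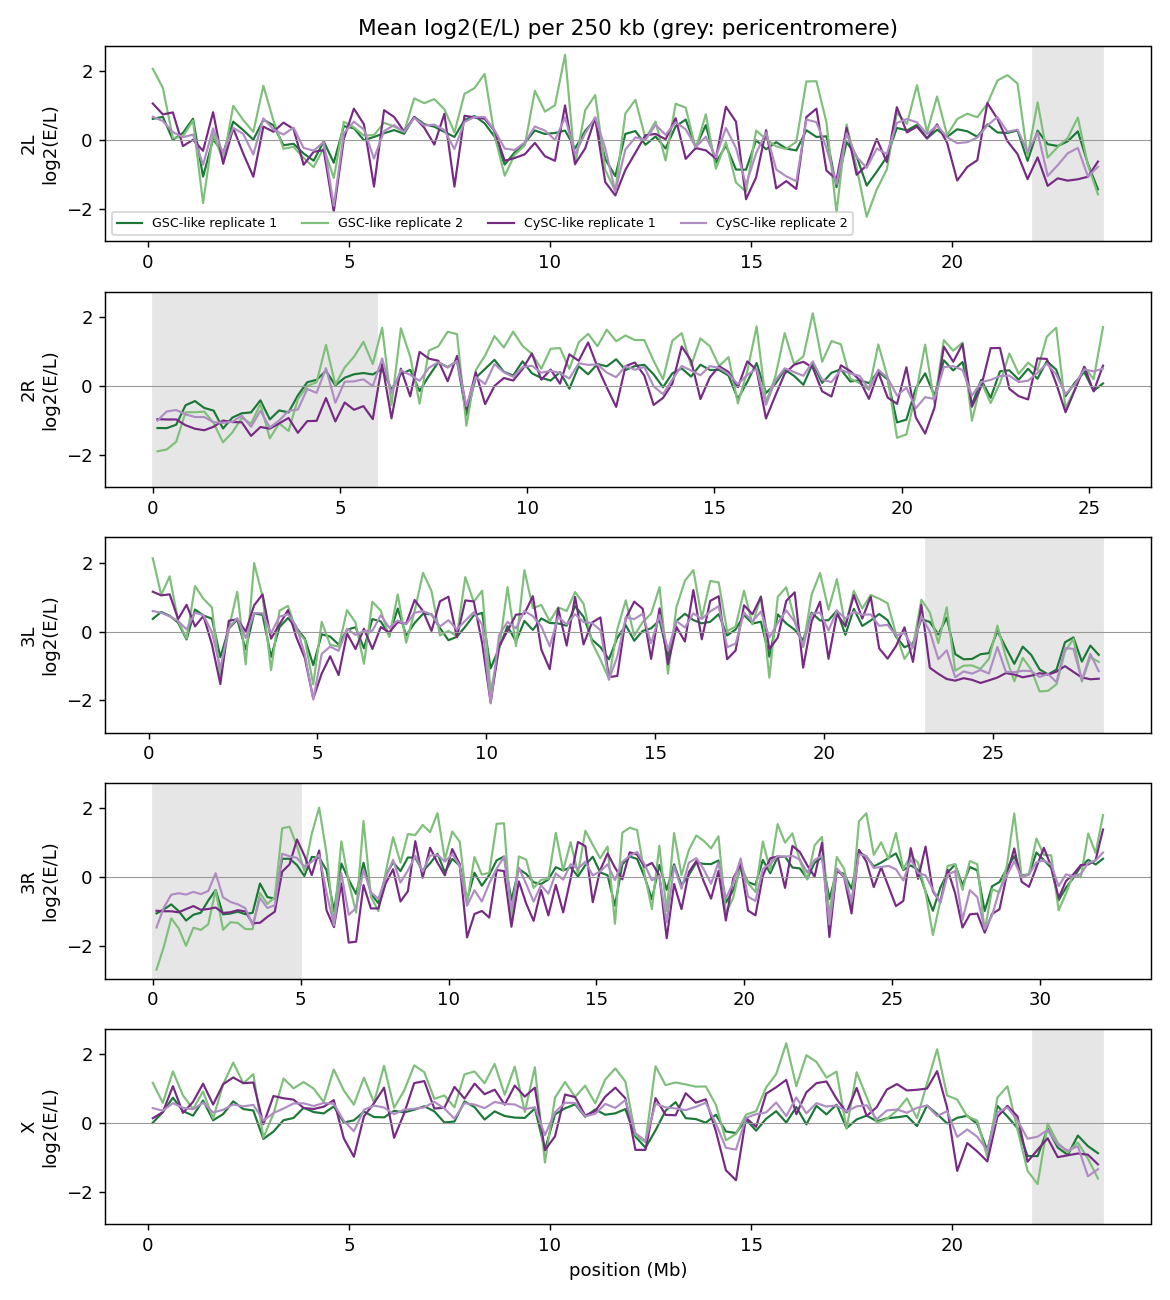
Mean log2(E/L) in steps of 250 kb along the arms 2L, 2R, 3L, 3R and X, with position in Mb on the x axis and a line for each of the 4 biological replicates. Grey areas are the pericentromeric regions, and GSC-like replicate 2 has the widest excursions, with an SD over 10 kb bins of 1.32.

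Bins were then tested one by one for a difference in log2(E/L) between the cell types. With limma and Benjamini-Hochberg adjustment, 14 of 13746 bins differed at an adjusted p under 0.05, of which 1 was earlier and 13 were later in GSC-like. At an unadjusted p under 0.05 there were 1332 bins. The count depended on the fit. It was 0 in limma without a variance trend, with 1346 bins at an unadjusted p under 0.05, and 0 with libraries scaled by the median bin or on autosomal arm bins. Data were simulated with 1 spread for every bin, the root mean square between replicates (SD 0.615). There, 50% of 100 bins changed by 2 on the log2 scale and 100% of 100 bins changed by 4 were recovered. Apart from counting error, the simulated spread did not vary with signal. These rates therefore do not apply to calls that rest on the variance trend. Both GSC-like values lay above both CySC-like values in 25.7% of bins and below them in 15.2%. Chance gives 16.7% in each direction for replicates of equal offset and spread, which these were not. Together the 2 directions hold 40.9% of bins, and the other splits of the 4 replicates into pairs gave 21.5% and 37.6%. All these shares are for the main scaling. Since the ratio has no fixed zero, the excess of bins above may follow that scaling.

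The bin earlier in GSC-like lay on the X arm, from 14050001 to 14060000 in Release 6 coordinates, and holds 9 annotated genes of the Stellate (Ste) cluster. Its log2(E/L) was 1.25 and 0.76 in the GSC-like replicates and -1.44 and -1.95 in the CySC-like replicates, a difference of 2.70 with a standard error of 0.52 and a limma adjusted p of 0.00955. The level of this multicopy cluster differed between replicates of one cell type. Averaged over E and L it was 0.730 times the X arm median in GSC-like replicate 1 and 4.30 times in GSC-like replicate 2, against 6.98 and 10.8 times in CySC-like replicates 1 and 2.

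The 13 bins later in GSC-like formed regions of at most 2 bins, all in pericentromeric sequence or on Y. By the naming rule, 3 of them are given. The first, 3R from 3160001 to 3180000, lies inside Pzl (FBgn0267430, 2554162 to 3263582, minus strand) and overlaps 2 of its exons. Its log2(E/L) was -1.97 ± 0.022 in GSC-like and -0.089 ± 0.041 in CySC-like (SD, n = 2 each), a difference of -1.88, and its lowest limma adjusted p was 0.000390. The second, Y from 120001 to 140000, overlaps kl-5 (FBgn0267433, 22250 to 137486, minus strand). It had -1.96 ± 0.031 in GSC-like and -0.15 ± 0.14 in CySC-like, a difference of -1.81 with a lowest limma adjusted p of 9.23e-06. The third, Y from 3550001 to 3570000, overlaps the start of ORY (FBgn0046323, 3561745 to 3618339, plus strand). It had -1.86 ± 0.14 in GSC-like and -0.19 ± 0.17 in CySC-like, a difference of -1.67 with a lowest limma adjusted p of 9.23e-06. All 3 regions contain tracts of the simple repeats AAGAG or AAGAC, none of which overlaps an exon of these genes. Reads from such tracts match several places in the genome.

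**Figure D2:**
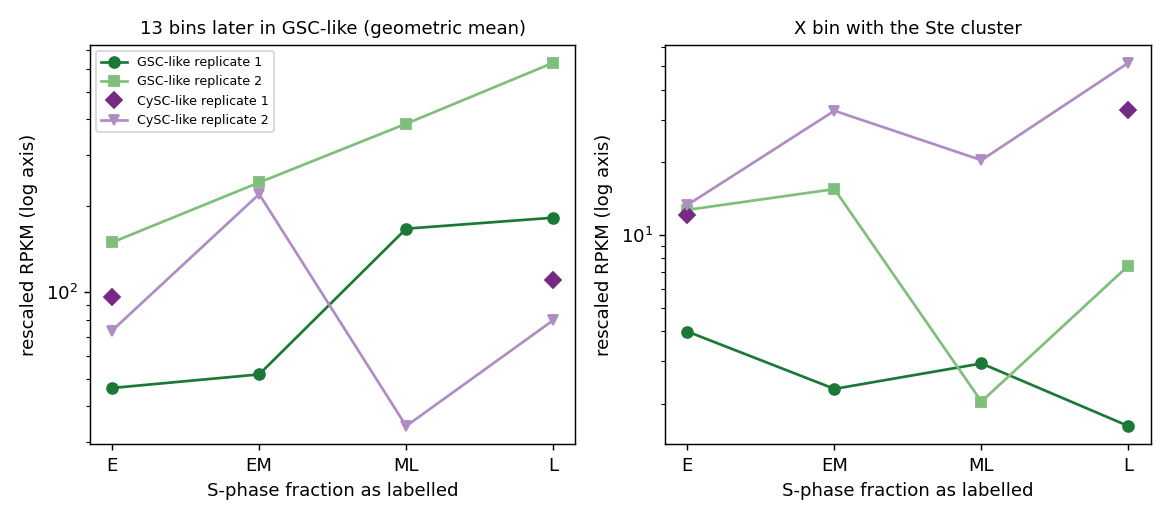
Rescaled RPKM on a log axis against the S-phase fraction as labelled, for the 13 bins later in GSC-like (geometric mean, left) and the X bin with the Ste cluster (right), with one symbol per biological replicate and lines where all 4 fractions exist. In the left panel the signal of L is 3.92 and 4.22 times that of E in GSC-like replicates 1 and 2, and 1.15 and 1.09 times in CySC-like replicates 1 and 2.

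Within each cell type, the number of bins with a log2(E/L) different from 0 was counted with the same limma fit. In GSC-like, 4172 bins passed an adjusted p of 0.05, 2470 higher in E and 1702 higher in L. In CySC-like, 1544 passed, 137 higher in E and 1407 higher in L. The direction of these calls follows the scaling. With libraries scaled by the median bin, GSC-like had 322 bins higher in E and 2549 higher in L, and scaled on autosomal arm bins 545 and 2807. For CySC-like the corresponding counts were 57 and 1149, and 98 and 1688. Without the pairing of E and L by replicate, 4 bins passed in GSC-like, with 2647 at an unadjusted p under 0.05, and 0 in CySC-like, with 1472. Of the bins called under the main scaling, 93 were higher in E and 599 higher in L in both cell types, while 4 were higher in E in GSC-like and in L in CySC-like and 0 the reverse.

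Calls were unevenly distributed over the chromosomes. Of the pericentromeric bins, 35.4% were higher in L in GSC-like and 26.0% in CySC-like, against 9.27% of autosomal arm bins in each cell type. On the X arm these shares were 3.73% and 2.82%. Its shares higher in E were also below those of the autosomal arms. They were 16.0% against 21.3% in GSC-like and 0.773% against 1.27% in CySC-like. On chromosome 4, 57.0% of bins were higher in E in GSC-like and 0.741% in CySC-like, and 0 were higher in L in either. Its mean log2(E/L) was 0.21 and 2.09 in GSC-like replicates 1 and 2, against 0.39 and 0.61 in CySC-like. GSC-like replicate 1 was thus no earlier than CySC-like. All shares in this paragraph are for the main scaling. On Y, 26.4% of bins were higher in L in GSC-like and 0.545% in CySC-like, a difference that was not tested.

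Chromosome regions were compared next, since the title of the study names chromosome-specific programs. With 2 replicates against 2, the exact two-sided permutation test cannot give a p below 0.33. Of 19 region values compared, 6 had both GSC-like replicates on one side of both CySC-like replicates, and the lowest Benjamini-Hochberg adjusted p was 0.905. Mean log2(E/L) of the X arm minus that of the autosomal arms was 0.20 ± 0.23 in GSC-like and 0.33 ± 0.18 in CySC-like (SD, n = 2 each; exact permutation p = 0.667). The difference, -0.13, was smaller than the spread between replicates. It became 0.033 without GSC-like replicate 1 and -0.29 without GSC-like replicate 2.

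Pericentromeric regions had lower log2(E/L) than the arms in all 4 replicates. The difference from the arms was -0.64 and -1.24 in the GSC-like replicates (mean -0.94 ± 0.42, SD) and -1.08 and -0.82 in the CySC-like replicates (mean -0.95 ± 0.19, SD). The cell types differed by 0.0096, less than the spread between replicates. The pericentromeres of 2L, 2R and 3L had both GSC-like replicates above both CySC-like replicates, with differences of 0.76, 0.29 and 0.47, and those of 3R and X, with -0.18 and 0.043, did not. The 2L pericentromere, which differed most, had -0.028 ± 0.10 in GSC-like and -0.79 ± 0.36 in CySC-like (SD, n = 2 each; exact permutation p = 0.33, the lowest possible). The replicates of the cell types overlapped in all of these regions when libraries were scaled by the median bin. They overlapped in all but 2L when scaled on autosomal arm bins or after GC correction. Without rescaling and in 50 kb bins, 2L, 2R and 3L stayed separated. X was then separated too, with GSC-like earlier by 0.14 and 0.13. Relative to the other pericentromeric regions, a value in which the scaling of libraries nearly cancels, the 2L pericentromere was 0.45 and 0.81 in GSC-like and -0.035 and 0.15 in CySC-like. This comparison was not in the plan fixed in advance and was made only for 2L, the region that differed most. It is counted among the 19 region values and the 6 separated.

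Chromosome 4 had a log2(E/L) of 0.21 and 2.09 in the GSC-like replicates and 0.39 and 0.61 in the CySC-like replicates, so the GSC-like mean rests on replicate 2. The Y had -0.61 and -0.89 in GSC-like and -0.84 and -0.23 in CySC-like. For the arms, the mean in GSC-like and CySC-like was 0.17 ± 0.21 and -0.050 ± 0.11 on 2L, 0.48 ± 0.31 and 0.24 ± 0.051 on 2R, 0.27 ± 0.25 and 0.11 ± 0.026 on 3L, 0.28 ± 0.22 and -0.080 ± 0.14 on 3R, and 0.50 ± 0.47 and 0.37 ± 0.094 on X (SD, n = 2 each). Of these, 3R alone had both GSC-like replicates above both CySC-like replicates. Which arms were separated, and in which direction, depended on the scaling. Scaling on autosomal arm bins left 3R overlapping and separated 2R, 3L and X with GSC-like later, by -0.070, -0.14 and -0.18. Scaling by the median bin separated X alone, with GSC-like later by -0.25. After GC correction 2L, 3L and 3R were separated, and without rescaling 2L, 2R, 3L and 3R, all with GSC-like earlier.

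**Figure D3:**
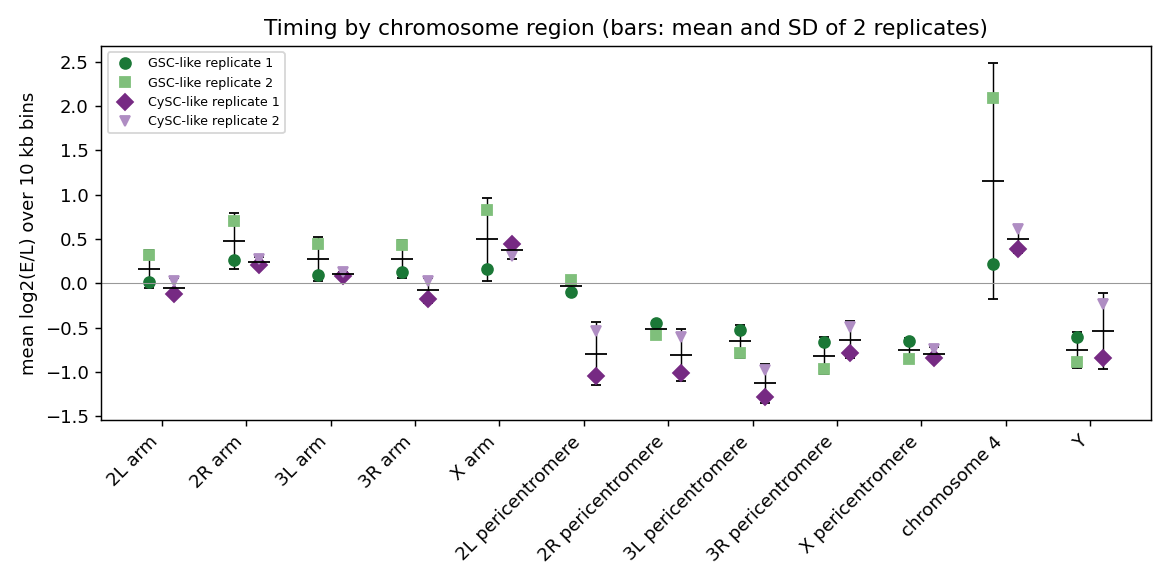
Mean log2(E/L) over 10 kb bins of each arm, pericentromeric region, chromosome 4 and Y, with a symbol per biological replicate and bars for the mean and SD of the 2 replicates of a cell type. Replicates overlap between cell types in most regions, and chromosome 4 of GSC-like replicate 2 stands at 2.09.

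In replicates with all 4 fractions, each bin was assigned to the fraction of highest rescaled signal. In GSC-like, 36.3% ± 0.489 of bins were highest in E, 21.9% ± 4.38 in EM, 29.0% ± 10.3 in ML and 12.7% ± 5.39 in L (SD, n = 2). In CySC-like replicate 2, which has no replicate for EM and ML, the shares were 25.3%, 15.4%, 36.7% and 22.6% for the libraries labelled E, EM, ML and L. Scaling on autosomal arm bins moved the share of E in GSC-like most, to 32.0%. The order of EM and ML is uncertain in CySC-like replicate 2. There, Spearman's rho across bins was 0.7999 between the libraries labelled E and ML and 0.276 between those labelled E and EM. In GSC-like replicates 1 and 2, rho was 0.0354 and -0.389 for E and ML, and 0.449 and 0.433 for E and EM.

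**Figure D4:**
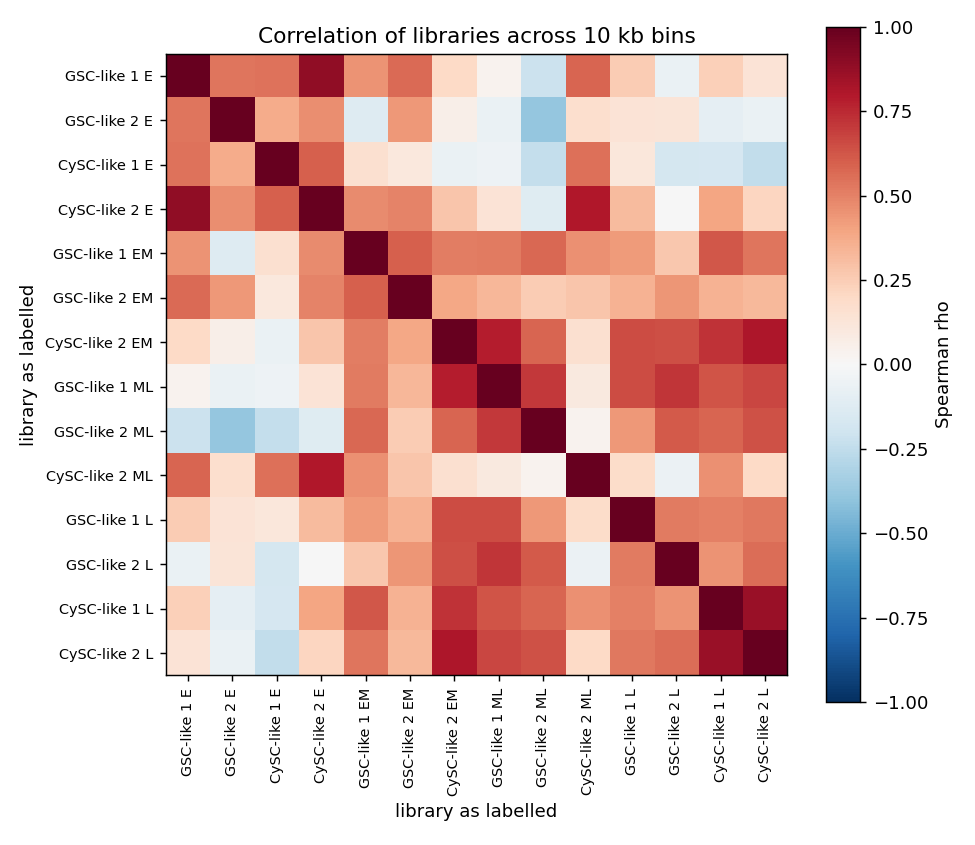
Spearman's rho across 13746 bins of 10 kb for every pair of the 14 libraries, ordered by labelled fraction on both axes, with colour from -1 to 1. The library labelled ML of CySC-like replicate 2 has its highest rho, 0.7999, with the library labelled E of that replicate, and the one labelled EM has its highest, 0.811, with the one labelled L.

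Timing of lineage genes was examined with lists written before the data were examined. The germline list (nos, vas, bam, bgcn, aub, AGO3, zpg and ovo) had a median difference in log2(E/L), GSC-like minus CySC-like, of 0.78, with all 8 genes earlier in the GSC-like mean. This lay at percentile 95.3 of 10000 random lists from the same chromosome arms, whose median was 0.39. Without GSC-like replicate 2 the difference was -0.090, at percentile 44.4, with 3 of 8 genes earlier, so the value rests on that replicate. The cyst list (tj, zfh1, eya, so, ImpL2, Socs36E, Egfr and ptc) had 0.13, at percentile 11.8, with 4 of 8 genes earlier in GSC-like, and -0.21 without GSC-like replicate 2. In limma, 0 genes of either list passed an adjusted p of 0.05 over all bins or adjusted over the list alone. At an unadjusted p under 0.05 there were 2 germline genes and 0 cyst genes.

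For 2 genes of the lists, the replicates of the cell types lay on opposite sides of 0 under the main scaling. AGO3 (FBgn0250816, 3L from 23554593 to 23689640) had 0.30 and 0.74 in GSC-like and -1.14 and -0.83 in CySC-like, with a limma adjusted p of 0.397 over all bins. Socs36E (FBgn0041184, 2L from 18138675 to 18152417) had -0.64 and -0.20 in GSC-like and 0.95 and 0.16 in CySC-like, with a limma adjusted p of 0.626. No gene set in advance passed the threshold in limma, and the lowest adjusted p was that of AGO3. The roX1 bin differed by 0.30 and the roX2 bin by 0.21, both on X, the Ubx bin by -0.91 and the Antp bin by 0.71, both on 3R. The histone cluster on 2L, with 111 annotated genes from 21416953 to 21541681, had -0.46 and 1.85 in GSC-like and 0.61 and -0.13 in CySC-like. Its replicates overlapped between the cell types, and it was not tested with limma.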

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

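Limma without the variance trend and scaling on autosomal arm bins were among the alternatives fixed in advance. Their use here to explain results was chosen after these results had been seen. The same holds for the other tests for the 14 bins, the satellite, the Ste cluster, rDNA and mitochondrial signal, and for the other splits for opposite signs.

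The cell types differed in 14 bins by the limma test of the difference itself. Of the 3 ways to split the 4 replicates evenly, 1, the real one, gave as many bins, and the other splits gave 0 with 198 and 798 bins at an unadjusted p under 0.05. With 3 splits this cannot exclude chance. Without the variance trend 0 bins passed, with 1346 at an unadjusted p under 0.05, so the calls rest on the trend. Of the 13 later bins, 8 held at least 100 bp of AAGAG or AAGAC tracts, against 1 of the 2261 other pericentromeric and Y bins. The remaining 5 later bins held less or none. Of the later bins, 2L from 23510001 had the lowest limma adjusted p (1.6e-13) and Y from 320001 the largest difference (-2.19), and both held 0 bp. Reads shared between copies of a satellite are thus a candidate explanation for the number of calls. The calls may reflect 1 repeat family and not 13 separate places. The 1 uncalled bin with such tracts was also later in GSC-like, by -1.49. Of the remaining 5, 3R from 3160001 held 90 bp, and Y from 3550001 adjoins a tract that starts at 3560306. With windows of 3 kb, its reads may reach that Y bin. At 0 bp, 2L from 23510001 had -2.06 and -2.23 in GSC-like, and Y from 320001 had -1.80 and -3.38. The later bins were selected on such values, so those at 0 bp do not decide this.

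The named regions later in GSC-like differed by -1.88 (3R from 3160001), -1.81 (Y from 120001) and -1.67 (Y from 3550001) on the log2 scale. Library scaling and a spike in a single library are argued against. With libraries scaled on autosomal arm bins, the mean difference of the 13 bins was -2.18, with both GSC-like replicates below both CySC-like replicates. The signal rose over E, EM, ML and L in 2 of 2 GSC-like replicates, which a spike in a single library would not give. GSC-like replicate 1, with a depth like that of the CySC-like libraries, had a mean log2(E/L) of -1.97 for these bins. The shallow replicate 2 had -2.08. The bins were selected on these same values, which favours replicates that agree, so this is no test of depth. Still open are depth, amplification or pulldown bias of a simple repeat that differs between preparations, the treatment of repeat reads, and a difference between the tumours in when this satellite replicates. The last is untested. In CySC-like replicate 2 the signal was 2.99 times that of E in the library labelled EM and 0.465 times in the one labelled ML, so its course in CySC-like depends on the order of these libraries.

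The X bin from 14050001 with the Ste cluster differed by 2.70. The cluster's level relative to the X arm, averaged over E and L, was 3.53 times higher in CySC-like than in GSC-like. This ratio was 2.07 without GSC-like replicate 1 and 12.2 without GSC-like replicate 2, and the level differed 5.89 times between the GSC-like replicates themselves. Copies that differ in number between the stocks and lie elsewhere, with another timing, could give such a ratio, but the spread within GSC-like is larger than the ratio. The stock and the cell type cannot be told apart here, because each cell type comes from its own crosses. Related copies on Y, 27 annotated Su(Ste) genes, were a further candidate explanation. The log2(E/L) of the cluster lay below the range of the 18 Y bins with such copies in 1 of 2 CySC-like replicates and inside it in the other. In both GSC-like replicates the cluster, at 1.25 and 0.76, lay above the highest of these Y bins, at 0.30 and 0.11. Reads from the Y copies alone would not give the GSC-like values, and their part in the CySC-like values stays open.

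AGO3 differed by 1.504 and Socs36E by -0.98, with the replicates of the cell types on opposite sides of 0. The limma test of the difference did not pass for either, with adjusted p of 0.397 and 0.626. Of all bins, 7.27% had opposite signs in this sense. Among the 21 genes and clusters named in advance 1.53 would then be expected, and 2 were seen (one-sided exact binomial test, p = 0.457). The named items were thus not enriched over the genome, but the share over all bins holds any true difference as well and is no chance level. The other splits of the 4 replicates into pairs gave opposite signs in 2.08% and 2.82% of bins and in 0 and 1 of the named items. These signs and counts are those of the main scaling, and the ratio has no fixed zero. With libraries scaled by the median bin, the mean of the 3L pericentromere, where AGO3 lies, moved in GSC-like replicate 2 from -0.78 to -1.59. Chance and a difference between the tumours both stay open for these genes.

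Outside the comparisons, the mitochondrial genome reached 18.1 RPKM, and 14 of 14 libraries lay above the level that 3 reads per window would give. DNA carried through the pulldown without label may account for it, and so may labelled mitochondrial DNA, whose synthesis is not tied to S phase. These cannot be told apart without an unlabelled control, and no biological explanation was tested.

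The rDNA sequence reached 444 RPKM, in the library labelled E of GSC-like replicate 2. Its log2(E/L) from the deposited RPKM was 0.29 and 1.18 in the GSC-like replicates and -0.56 and -0.65 in the CySC-like replicates, a difference of 1.33 that was not tested. Relative to the autosomal arms the values were 0.043 and 0.50 against -0.66 and -0.78, a difference of 0.99, so library scaling does not account for the separation, although GSC-like replicate 1 then lies close to 0. Copy number cancels within a replicate only if all copies replicate alike. Reads from other repeats, amplification and a difference between the tumours stay open and untested.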

How the results depend on the processing

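Over all results and alternatives, 95 values stayed within the limits set for them and 30 moved. These counts are no measure of stability, since the limits allowed changes of sign. The difference of X and autosomes, -0.13, counts as within them at 0.033 without GSC-like replicate 1. So do the GSC-like calls under scaling by the median bin, where most turned from higher in E to higher in L. At 2 replicates against 2, the exact tests of single values cannot pass the threshold and say nothing about stability. The filter alternative changed no tested bin and is void, though its values are among the 95. The alternatives planned for raw counts were not run. Those without rescaling, with GC correction, without transposable elements, with voom and with crossed numbers were chosen after seeing the data.

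The 14 bins between cell types were the least stable result. The count was 0 in the deposited windows, with scaling by the median bin, with scaling on autosomal arm bins, in limma without trend, with no replicate block, with all 14 libraries, and with standardized or quantile normalized ratios. Bins at an unadjusted p under 0.05 in these fits were 12965 (of 137247 windows), 923, 1055, 1346, 206, 845, 1815 and 1957. It was 6 in 50 kb bins, 8 with a pseudocount 10 times larger and 8 without rescaling, with 0 earlier in GSC-like in each. At an unadjusted p under 0.05 in either direction these fits had 267, 1388 and 1430. There were only 2754 bins of 50 kb, so the share past the threshold rose, to 0.218% from 0.102% in the main fit. The count was 8 with voom, 1 earlier and 7 later, and 22 after GC correction with the replicate block, 9 earlier and 13 later. The cause was not tested. No fit could be made that leaves out a replicate, since 1 would remain in a cell type.

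Across cell types the labels give the numbers no shared origin, and log2(E/L) deviations of same-numbered replicates had a correlation of -0.25. A replicate block across cell types gave 1 bin and crossed numbers gave 70. Within a cell type the pairing of E and L is in the reported fit.

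E against L in GSC-like gave 4172 bins. It gave 23655 of 137247 deposited windows, a share of 17.2% against 30.4% of bins in the main fit. It also gave 4 bins with no replicate block, 2127 with all 14 libraries and 1330 with voom. The CySC-like count, 1544, became 0 in the deposited windows (29533 at an unadjusted p under 0.05), 0 with no replicate block (1472), 861 without rescaling, 927 with all 14 libraries and 4188 with voom. The voom fit put CySC-like above GSC-like, as did quantile normalized ratios with 5470 and 5283 bins. The cause was not tested.

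The difference of X and autosomes kept its sign in the alternatives of processing that were run. In log2(E/L) it lay between -0.16 (50 kb bins) and -0.11 (median over bins), and it was -0.18 in SD units with standardized ratios, where both GSC-like replicates lay below both CySC-like replicates (exact permutation p = 0.33, the lowest possible). Across the 4 values that each left out one replicate it ran from -0.29 to 0.033. The position over all 4 fractions, on a scale of fraction numbers with the sign turned so that higher is earlier, gave -0.015, but it rests on CySC-like replicate 2 alone and on its libraries labelled EM and ML, whose order is uncertain. Pericentromere minus arms was negative in every alternative run. In CySC-like the median over bins gave -1.18, and leaving out one replicate gave -1.08 to -0.82. In GSC-like it ran from -1.24 to -0.64. With ratios standardized per replicate, pericentromere minus arms was -0.91 ± 0.049 in GSC-like and -1.07 ± 0.091 in CySC-like, in SD units (SD, n = 2 each). There the cell types differed by more than the spread between replicates, unlike in the main analysis, and this was not tested.

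The share of bins highest in E in GSC-like was 39.1% in 50 kb bins and 32.0% with scaling on autosomal arm bins, against 36.3%. The germline list ran from -0.090 to 1.55 over the values that left out one replicate, and the cyst list from -0.21 to 0.31. Without GSC-like replicate 2 both were negative, and the cyst list was also negative, at -0.17, without CySC-like replicate 2. With any 1 of tj, ImpL2, Egfr or ptc left out, the cyst list was -0.0053, and with any 1 of its other genes left out it was 0.27. Depth limits mainly the libraries of GSC-like replicate 2, where the median arm bin of the L library held 69 reads.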

Other observations

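Leaving out each replicate and standardizing ratios were alternatives fixed in advance. Their use here as tests of explanations for the germline list was chosen after the values had been seen. The tests of the order of EM and ML and of the read layout were also chosen then. The thinning, GC and repeat tests were set before their results were seen.

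In CySC-like replicate 2, the library labelled ML resembled E and the one labelled EM resembled L. Spearman's rho of E with ML minus that of E with EM was 0.524, against -0.414 and -0.821 in GSC-like replicates 1 and 2. Other technical explanations are argued against by the same difference after all 4 libraries were thinned to the shallowest depth of the series (0.448), after GC correction (0.515) and in bins without an annotated transposable element (0.529). An exchange of the labels EM and ML is a candidate explanation, found and tested on the same data. The GSC-like libraries labelled ML had a higher rho with the CySC-like library labelled EM (0.782 and 0.582 in replicates 1 and 2) than with ML (0.098 and 0.035). Those labelled EM also had a higher rho with EM (0.514 and 0.384) than with ML (0.457 and 0.277), which an exchange alone would not give. Signal in pericentromeric regions relative to autosomal arms was 0.790, 1.45, 0.554 and 1.29 in the libraries labelled E, EM, ML and L. With 1 CySC-like replicate holding these fractions, a true difference in the middle of S phase stays open. The labels were kept as given everywhere, and the comparisons of E with L do not use these libraries.

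GSC-like replicate 2 had the widest range of log2(E/L), with an SD over arm bins of 1.24 against 0.702 in GSC-like replicate 1. Depth is argued against, since replicate 1 thinned to the depth of replicate 2 had an SD of 0.715. In bins without a transposable element replicate 2 had 1.27 and after GC correction 1.22, where the widest of the other replicates had 1.10 and 1.06. Paired-end reads may play a part, but only 1 of 4 replicates has them, so layout and replicate cannot be told apart. Sharper sorting of this preparation is open and untested.

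The germline list lay early in GSC-like at percentile 95.3 of random lists. Without GSC-like replicate 2 the percentile was 44.4, so the value rests on that replicate. Its wide range is a candidate explanation that stays open. With ratios standardized per replicate, which removes differences in range, the list lay at percentile 92.0, with a median difference of 0.42 in SD units against 0.064 for random lists and 6 of 8 genes earlier. Random lists matched on mean timing left the list at percentile 93.5, and GC correction at 93.2. In bins without a transposable element, 7 genes remained and lay at percentile 82.9. None of these values decides, and earlier replication of these genes in GSC-like stays open.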
